A study of Drosophila melanogaster with 14 samples.

How the data were processed

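Chromatin immunoprecipitation was done on whole adult flies, with 2 g of flies as the starting material and 50 µg of chromatin DNA per precipitation, and libraries were sequenced as single-end reads on an Illumina HiSeq instrument, per the labels' protocols. The labels place 14 libraries in 8 groups, 6 of them with an antibody against HA, dCTCF or CP190 in dCTCF wild type or in the dCTCFΔ705-733 line (the deletion line), each with 2 replicates, and 2 preimmune groups (mouse and rat) with 1 library each. The labels name 1 peak list for both replicates of a group, and the preimmune library named with it, mouse for HA and CP190 and rat for dCTCF, was taken as its control. The aligner, the peak caller, the treatment of duplicate reads and the genome build are not stated in the labels. The coverage tracks named in the labels were not used here.

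Each list has 20 columns without a header, in the layout that the IDR tool writes when it compares 2 sets of peak calls. From this layout, the deposited fold enrichment is a linear ratio of ChIP over preimmune at the peak. The deposited −log10 values are those of the p-value of each set of calls and of the global IDR. The interval, summit and p-value given for a peak were those of the first set in every list. The files do not say whether the 2 sets are the 2 replicates. Lists ended at a global IDR of 0.01 (deletion HA, both CP190) or 0.05 (wild-type HA, both dCTCF). Within a list these settings decide which weak peaks appear, and between lists a missing peak can therefore reflect the threshold and not the absence of binding. No list held overlapping intervals, so no peaks needed merging. Depth per library is unknown because the lists hold no read counts, and the precision given is that of counting peaks.

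Positions are printed 1-based. Scaffold names and the extent of 3R in the files point to Release 6 of the D. melanogaster genome, and a RefSeq gene table of that assembly (Release 6 plus ISO1 MT) was used for gene names and neighbours. The build was checked with the data, as summits of 47.8% of wild-type CP190 peaks lay within 200 bp of an end of 1 of the 13921 protein-coding genes on the arms, against 9.80% with all summits moved by 5000 bp. The table holds no strand, exons or sequence. Exon, intron or UTR positions are therefore not given, and the planned counts of peaks with a dCTCF core motif and of peaks near transcription starts were not run. Distance to either end of a gene replaced the latter and was chosen after the data were examined.

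Peaks were called shared when they overlapped by at least 1 bp. A dCTCF site was an HA peak that overlapped a dCTCF-antibody peak of the same genotype, and a site of both genotypes was a wild-type site that overlapped an HA and a dCTCF-antibody peak of the deletion line. Shares carry 95% Wilson intervals. Random placement was the mean of 1000 circular shifts of the first list along each chromosome. Shifts close to 0 restore the true overlap and raise this mean slightly. Recurrence at dCTCF sites was placed among 10000 random sets drawn from peaks of the same list away from dCTCF, matched on decile of fold enrichment, with fewer than 2.5% of sets as far on one side as the threshold. With 1 list per antibody and genotype, these are descriptions of the lists. HA and CP190 share the mouse preimmune library, and the 2 genotypes of an antibody share their control, so that errors of the control can raise their overlap. Its size could not be simulated without read counts, but sites defined by the dCTCF antibody alone share no control with CP190 and are among the alternatives.

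The named peaks were fixed before the data were examined as the 3 strongest wild-type CP190 peaks at dCTCF sites of both genotypes without a deletion CP190 peak, the 3 strongest deletion peaks in the reverse case, the 3 dCTCF sites of each genotype with the highest HA enrichment and no HA or dCTCF-antibody peak in the other, and every dCTCF site between Ubx and Abd-B. Peaks at the top of the HA lists and at the chorion genes were chosen after their values were seen.

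Overlap counts were checked against bedtools 2.31.1 in 30 pairs of lists and were identical in 30. On a simulated list of 2517 peaks with 200 removed, 200 were found missing. On 400 simulated sets of wild-type CP190 calls without extra loss at dCTCF sites, the matched sets called 3.5% as low and 4% as high, slightly above the nominal 2.5%, and with an extra loss of 10 percentage points they called 100% as low. For the wild-type HA peaks with CP190, where the comparison group is small, 26.8% of 400 simulated lists without a difference were called low. Simulated recurrence rose in even steps with losses in every decile, whereas real peaks showed no loss above the 4 weakest deciles. The rate for the real list can therefore differ. Comparisons of medians between sites used 100000 random relabellings. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with matplotlib 3.10.9 for figures. Alternatives covered the overlap rule, the strength and length of the lists, the chromosomes used, the definition of a dCTCF site and the matching, and, added after the data were examined, a global IDR of at most 0.01, the CP190 lists without their strongest decile and the shuffling of CP190 marks.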

Results

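The series profiled chromatin binding in whole adult Drosophila melanogaster, 2 to 3 days old, by ChIP-seq, which sequences the DNA recovered with an antibody. Flies of 2 genotypes were compared, one labelled dCTCF wild type and the other dCTCFΔ705-733, which lacks those residues of dCTCF, the fly homologue of the insulator protein CTCF. Chromatin was recovered with an antibody against the HA tag, an antibody against dCTCF or an antibody against CP190, a protein found with many insulator proteins on chromatin. Each of the 6 combinations of antibody and genotype had 2 replicate libraries, and 1 mouse and 1 rat preimmune library served as controls, giving 14 libraries. The files used here hold 1 peak list per antibody and genotype, made from both replicates against the preimmune library of the matching species. There is therefore no spread between replicates for any value below, and no test between genotypes was possible. The lists carry no read counts, so the depth of the libraries is unknown. Intervals are 95% Wilson intervals over peaks and cover counting error only. The fold enrichment of a peak over the preimmune library is the authors' own value. It is used only to describe, rank or filter peaks within its list, apart from the median of each list.

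The number of peaks was first compared between genotypes. The HA lists held 627 peaks in wild type and 623 in the deletion line, the dCTCF lists 700 and 648, and the CP190 lists 2517 and 3164. The median peak width was 763 bp (wild type) and 1040 bp (deletion) for HA, 873 and 865 bp for dCTCF, and 817 and 804 bp for CP190. Median fold enrichment was 10.3 and 35.9 for HA, 7.91 and 6.57 for dCTCF, and 7.13 and 7.27 for CP190, wild type first. The HA lists thus differed in their scale of enrichment despite similar numbers of peaks, and the lists do not show why. The lists did not end at the same threshold of the irreproducible discovery rate (IDR), which scores how well a peak repeats between 2 sets of calls. The deletion HA list and both CP190 lists ended at a global IDR of 0.01, and the wild-type HA list and both dCTCF lists at 0.05. A limit of 0.01 for every list, chosen after the data were examined, moved the peak number most in the wild-type dCTCF list, from 700 to 515.

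The first comparison asked whether the protein with the deletion occupied the same places as the wild-type protein. Of the 627 wild-type HA peaks, 528 (84.2%, interval 81.1 to 86.9) overlapped a deletion HA peak by at least 1 bp, and 519 of the 623 deletion HA peaks (83.3%, 80.2 to 86.0) overlapped a wild-type HA peak. With the dCTCF antibody the shares were 518 of 700 (74.0%, 70.6 to 77.1) and 515 of 648 (79.5%, 76.2 to 82.4). Random placement, the mean of 1000 circular shifts along the chromosomes, gave between 1.16% and 1.39% for these 4 shares. The alternative that moved the wild-type HA share most was to keep only the strongest 50% of the wild-type HA list, of which 100% had a deletion peak. The peaks without a partner thus lay mostly among the weaker peaks, with an exception at the very top of the deletion HA list. There, 6 of the 12 peaks in the strongest 2% had no wild-type HA peak, against 2 of the 112 peaks in the next 18%. All 6 overlapped a wild-type dCTCF-antibody peak, at place 28 of 700 or better by fold enrichment.

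**Figure D1:**
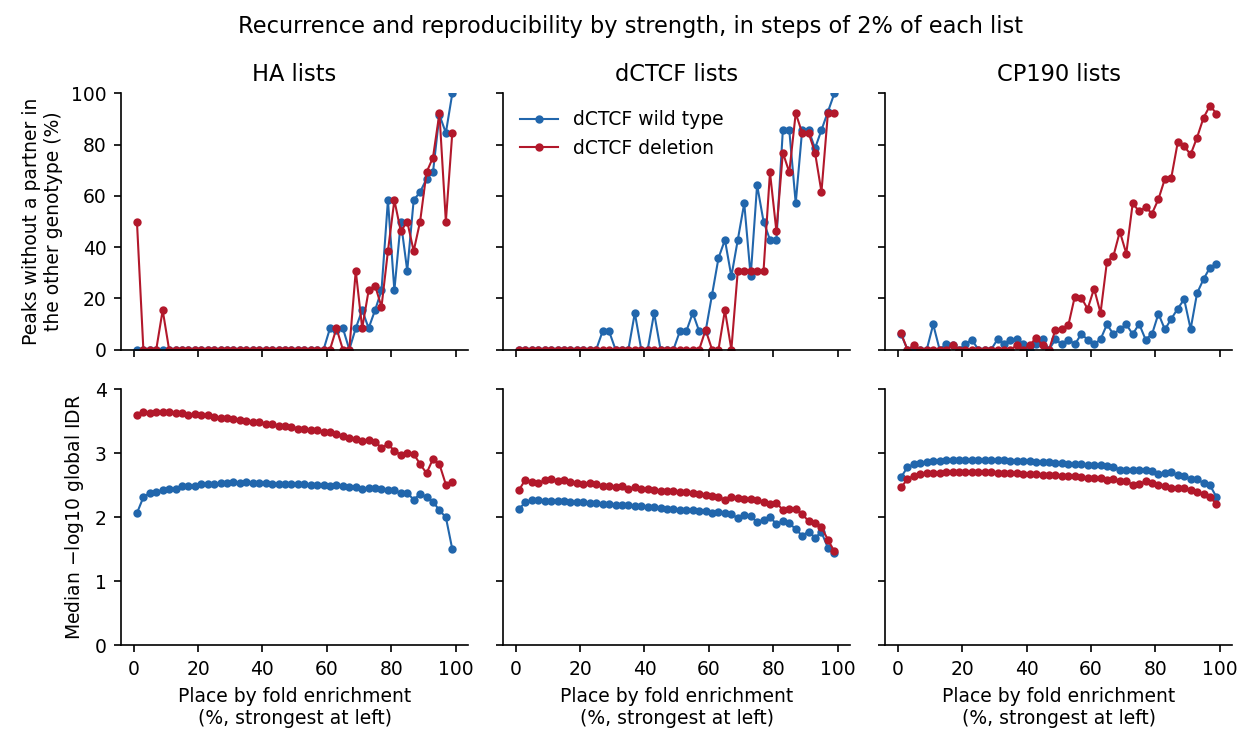
Peaks of each list in steps of 2%, placed by fold enrichment with the strongest at the left; the upper panels give the share (%) without an overlapping peak of the same antibody in the other genotype, and the lower panels the median −log10 of the global IDR, for wild type (blue) and the deletion line (red). Weak peaks lacked a partner most often, and 6 of the 12 strongest deletion HA peaks also lacked one.

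HA and dCTCF antibodies were compared next, because each should mark the tagged protein. In wild type 531 of 627 HA peaks (84.7%, 81.7 to 87.3) overlapped a dCTCF-antibody peak, and in the deletion line 489 of 623 (78.5%, 75.1 to 81.5). HA peaks with a dCTCF-antibody peak of the same genotype are called dCTCF sites below. Of the 531 wild-type sites, 21 (3.95%) overlapped neither an HA nor a dCTCF-antibody peak of the deletion line, and 6 of the 489 deletion sites (1.23%) overlapped neither in wild type. None of them was strong in its own list. The 3 wild-type sites with the highest HA enrichment among the 21 lay at 3R 23538803 to 23539279, partly in Ugt303B2, with 5.33-fold enrichment (place 401 of 627), at 4 416033 to 416847, between mir-9385 and lncRNA:CR43437, with 4.17-fold (place 434), and at 3L 16050609 to 16051355, partly in Diap1, with 3.88-fold (place 447). Each of these 3 carried a CP190 peak in both genotypes. The 3 strongest deletion sites without a wild-type peak lay at 3L 15267686 to 15268460, between Tollo and Best4 (17.1-fold, place 393 of 623), at X 5063407 to 5064364, inside ovo (11.7-fold, place 428), and at 2L 16275829 to 16276453, inside crp (11.2-fold, place 431). None of these 3 had a CP190 peak in either genotype.

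CP190 lists were compared in the same way. Of the 2517 wild-type CP190 peaks, 2352 (93.4%, 92.4 to 94.3) overlapped a deletion CP190 peak, and 2339 of the 3164 deletion peaks (73.9%, 72.4 to 75.4) overlapped a wild-type peak, against 4.66% and 3.73% under random placement. The numbers of shared peaks were nearly equal, so this asymmetry follows from the length of the lists by arithmetic. With both lists limited to the length of the shorter one by fold enrichment, the shares were 87.9% and 87.4%. Near-equal shares had to result there, so they do not show why the deletion list was longer.

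The title of the series concerns the function of dCTCF without CP190, so CP190 was examined at dCTCF sites. In wild type 361 of 531 dCTCF sites (68.0%, 63.9 to 71.8) had a CP190 peak, and in the deletion line 282 of 489 (57.7%, 53.2 to 62.0). Random placement gave 3.79% and 6.51%. At 459 wild-type sites both antibodies also gave a peak in the deletion line. Of these sites of both genotypes, 322 (70.2%, 65.8 to 74.2) had a wild-type CP190 peak and 272 (59.3%, 54.7 to 63.7) a deletion CP190 peak. CP190 was called in both genotypes at 259 sites, in wild type only at 63, in the deletion line only at 13, and in neither at 124. The choice of sites moved these shares most when only the strongest 50% of the sites of both genotypes were kept, to 93.5% in wild type and 79.1% in the deletion line.

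Because the deletion CP190 list was the longer of the 2, recurrence at dCTCF sites was set against CP190 peaks of the same list that overlapped no HA and no dCTCF peak. Of 325 wild-type CP190 peaks at dCTCF sites of both genotypes, 261 (80.3%, 75.6 to 84.3) had a deletion CP190 peak and 64 did not. Away from dCTCF, 1906 of 1993 (95.6%, 94.6 to 96.4) had one. In 10000 random sets of 325 peaks from those, matched on decile of fold enrichment, the mean share was 98.1% and the central 95% ran from 96.9% to 99.4%. The observed share was 17.8 percentage points below that mean (a difference of −17.8), and 0 of the 10000 sets were as low. The opposite held for deletion CP190 peaks. Of 273 at dCTCF sites of both genotypes, 261 (95.6%, lower bound 92.5) had a wild-type peak, against a mean of 81.4% in matched sets (78.4 to 84.6), and 0 of the 10000 sets were as high. These places among random sets describe the deposited lists and are not a test between genotypes. With only the strongest 50% of the CP190 peaks, the difference from matched sets in wild type was −8.19 percentage points, still with 0 sets as low, whereas that of the deletion peaks disappeared (99.4% against 99.3%). By decile of the wild-type list, the loss at dCTCF sites was 8 of 10 peaks in the weakest decile and 0 of 68 in the strongest, with a Wilson upper bound of 5.35%.

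**Figure D2:**
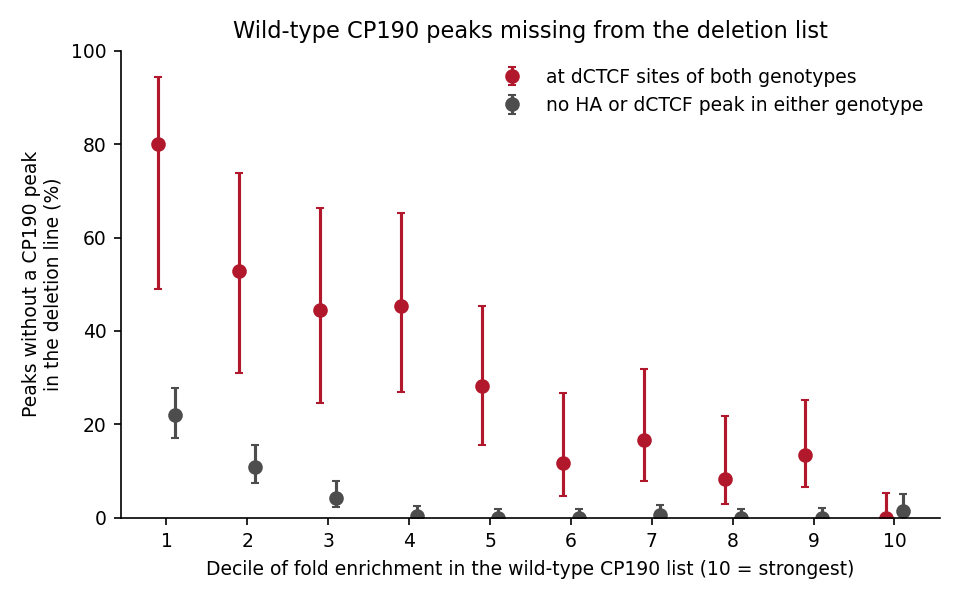
Share (%) of wild-type CP190 peaks without a deletion CP190 peak, by decile of fold enrichment within the wild-type list, at dCTCF sites of both genotypes (red) and where neither HA nor dCTCF was called in either genotype (grey); bars are 95% Wilson intervals over peaks. In the ninth decile 7 of 52 peaks at dCTCF sites had no deletion peak, against 0 of 179 elsewhere.

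The strongest wild-type CP190 peak at a dCTCF site of both genotypes without a deletion CP190 peak lay at 3L 14111329 to 14112136, between Sox21a and Sox21b, with 29.0-fold enrichment (place 257 of 2517). There the HA peak held place 175 of 627 in wild type and place 461 of 623 in the deletion line. The next lay at X 15594141 to 15595694, between Chsy and sog, with 27.7-fold enrichment (place 269), where the HA peak was at place 126 in wild type and 258 in the deletion line. The following lay at X 10832234 to 10833128, partly in sbr, with 27.6-fold (place 271), where HA was at place 62 and 257. In the reverse direction the strongest deletion CP190 peak lay at 3R 16797867 to 16799477, with 136-fold enrichment (place 3 of 3164). Its global IDR of 0.00689 was near the threshold of 0.01, and peaks at the very top of the CP190 lists lacked a partner more often than those just below, so its absence from the wild-type list does not show that CP190 was absent. The next ones were weak, at 3L 4072984 to 4073604 inside Faa (6.52-fold, place 1712) and at 2R 14870397 to 14871838 across Pcf11 and Cyp6a22 (4.18-fold, place 2380).

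In the bithorax complex, the homeotic gene cluster from Ubx to Abd-B on 3R, dCTCF sites were found at 8 places, of which 6 were sites in both genotypes, 1 in wild type only and 1 in the deletion line only. CP190 accompanied dCTCF in both genotypes at 2 of them. At 3R 16969274 to 16970328, inside Abd-B, the CP190 peak was at place 112 of 2517 in wild type and 169 of 3164 in the deletion line. At 3R 16868979 to 16869884, inside lncRNA:iab8, it moved from place 554 (16.8-fold) to place 2576 (3.75-fold), while HA there was at place 53 of 627 and 127 of 623. At 3R 16918993 to 16919518, also inside lncRNA:iab8, CP190 was called in wild type only, at place 2139. At 3R 16798412 to 16799144, between Glut3 and lncRNA:CR45750, CP190 was called in the deletion line only, as the peak of place 3 described above. The sites at 3R 16882419 to 16883024, inside lncRNA:iab8, and 3R 16957770 to 16958189, inside Abd-B, had no CP190 peak in either genotype. The wild-type-only site was at 3R 16948552 to 16948945 and the deletion-only site at 3R 16934327 to 16935123, both inside Abd-B and without CP190. A wild-type HA peak overlapped the latter at place 484 of 627, without a dCTCF-antibody peak.

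**Figure D3:**
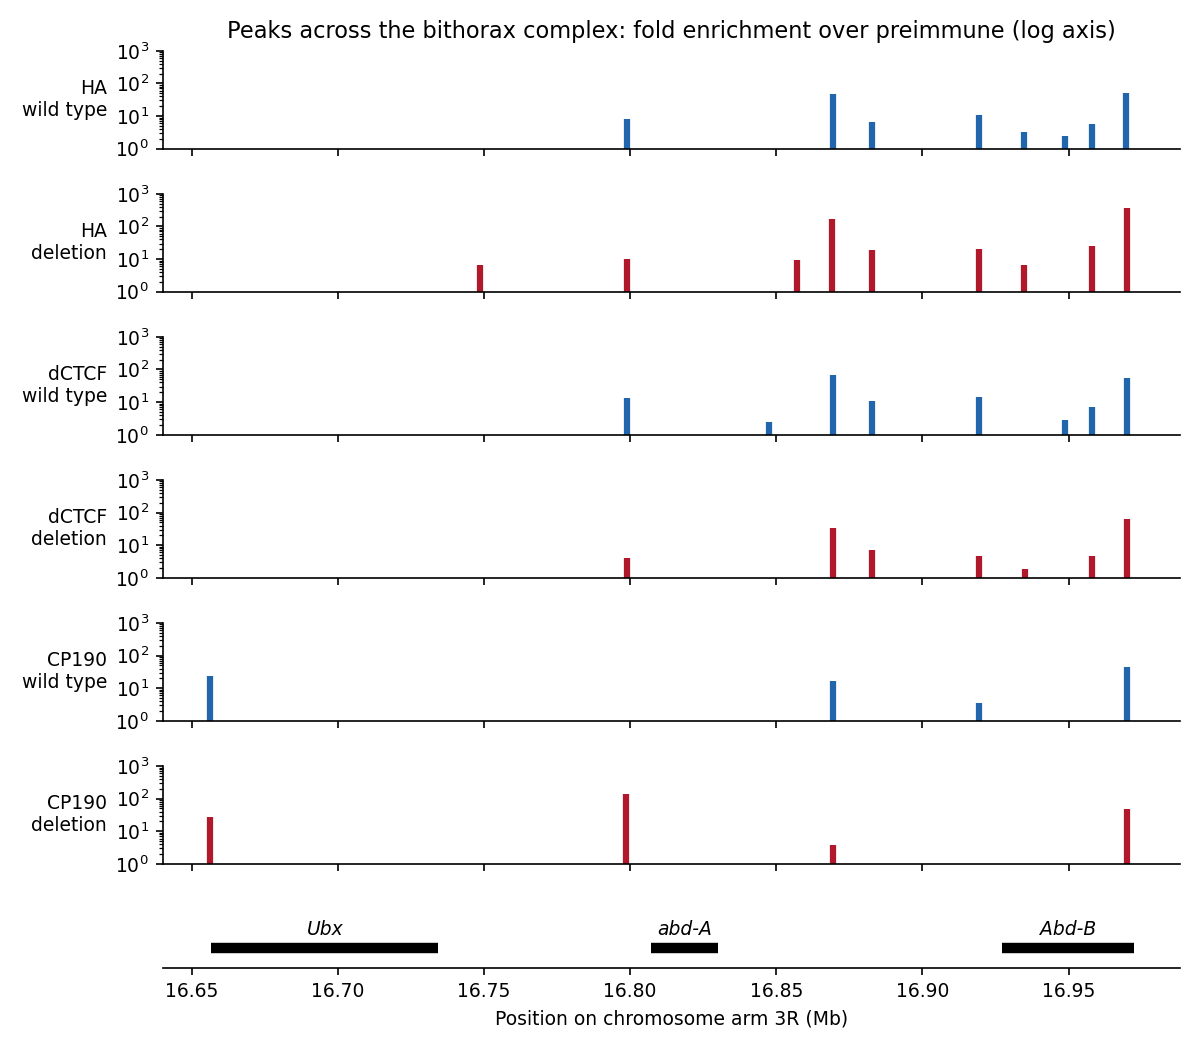
Peaks between Ubx and Abd-B on 3R (position in Mb), each drawn as a line at its midpoint with its fold enrichment over preimmune on a log axis; rows give antibody and genotype, and heights compare within a row only. Black bars are the extents of 3 genes of the cluster. CP190 was called in the deletion line at 3 of the 4 places where wild type had it.

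Recurrence of the tagged protein was then compared between wild-type HA peaks with and without CP190. Of 413 with a wild-type CP190 peak, 352 (85.2%, 81.5 to 88.3) had a deletion HA peak, and of the 214 without one 176 (82.2%, 76.6 to 86.8). Those with CP190 were the stronger HA peaks, and matching on decile of fold enrichment turned the order round, with a mean of 91.4% in matched sets and 0 of 10000 sets as low. Without matching the difference was 2.98 percentage points in the other direction, with 639 of 10000 sets as high. The comparison group was smaller than the set drawn from it, so that 346 of the 413 peaks lay in deciles sampled with replacement. Real peaks of both kinds showed no loss above the 4 weakest deciles, whereas simulated lists had losses in every decile. The rate of false calls on the real list is therefore unknown. On simulated lists without any difference this procedure called 26.8% of lists as low. Shuffling the CP190 marks among all wild-type HA peaks of a decile, a procedure added after the data were examined, called 2.75% of such lists as low and gave a mean of 88.8%, with 0 of 10000 shuffles as low as 85.2%. All 61 losses at peaks with CP190 fell in the 4 weakest deciles of the HA list.

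Position relative to genes was described with either end of protein-coding genes, since starts and ends could not be told apart. On the chromosome arms, 237 of 623 wild-type HA peaks (interval 34.3% to 41.9%) and 195 of 618 deletion HA peaks (31.6%, 28.0 to 35.3) had their summit within 200 bp of a gene end. For CP190 the shares were 1200 of 2511 (47.8%, 45.8 to 49.7) and 1624 of 3156 (51.5%, 49.7 to 53.2). Random placement gave 7.03% to 7.08%. A distance of 1000 bp moved these shares most, for wild-type HA to 63.1%.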

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

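The choices for the main results and most alternatives were fixed before the data were examined, whereas the limit of 0.01 on the global IDR, the CP190 lists without their strongest decile, the shuffled CP190 marks and all values for gene ends were chosen after. Results set against random sets were compared by direction and side of the threshold, shares by the interval of the main value, and numbers of peaks or sites by a factor of 1.5. Over 27 results and 194 alternative values, 145 stayed within these limits and 49 did not. The 145 include values that could not move. These are all values for rows without merging, and values under the limit of 0.01 that rest only on lists already ending there. Such values are also counted among the alternatives below. The limits for numbers are wide, and the wild-type dCTCF list, for one, passes them with 515 peaks in place of 700.

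The lower recurrence of wild-type CP190 peaks at dCTCF sites of both genotypes was past the threshold in all 14 alternatives, with differences from matched sets of −26.4 to −8.19 percentage points. The higher recurrence of deletion CP190 peaks was past it in 13 of 14. The exception was the strongest 50% of the first list, with a difference of 0.129, where nearly all peaks recurred in either place. The lower recurrence of wild-type HA peaks with CP190 also fell to a difference of 0 there, since 100% of both kinds recurred. Without matching its direction reversed to 2.98, because peaks with CP190 were the stronger ones. With 639 of 10000 sets as high, this reversed difference was not past the threshold. In the other 10 alternatives the lower recurrence kept its direction. Its side of the threshold is uncertain in 9 of these, which draw from the small comparison group as the main value does. That procedure called 26.8% of simulated lists without a difference as low. Those lists had losses in every decile, unlike the real list, so the real rate is unknown. The strongest 50% of every list passed narrowly, with a difference of −2.42 and 198 of 10000 sets as low. The shuffled CP190 marks, the remaining alternative, gave −3.55 with 0 of 10000 as low.

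Requiring summits at most 200 bp apart gave 70.3% and 75.9% for recurrence of dCTCF peaks of wild type and deletion, 91.5% for wild-type CP190 peaks, and 50.3% and 53.2% for CP190 at deletion sites and, in the deletion line, at sites of both genotypes. The cause was not tested. The strongest 50% of every list gave recurrences of 89.5% (wild-type HA), 90.1% (deletion HA), 89.4% (wild-type dCTCF) and 96.3% (deletion dCTCF), HA peaks with a dCTCF-antibody peak of 99.4% and 96.2%, and CP190 of the deletion line at 49.3% of its sites and 49.5% of sites of both genotypes, with 5 sites with CP190 in the deletion line only. The strongest 50% of the first list against whole lists gave 100% and 97.4% for HA, 98.3% and 100% for dCTCF, 97.9% and 98.9% for CP190, 100% and 100% for HA with the dCTCF antibody, 91.7% and 82.4% for CP190 at dCTCF sites, and 93.5% and 79.1% at sites of both genotypes, in each pair wild type first. It left 35 sites with CP190 in wild type only and 2 in the deletion line only, partly because it keeps fewer sites.

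Lists of equal length gave 79.3% for wild-type dCTCF peaks, 87.9% and 87.4% for wild-type and deletion CP190 peaks, 51.3% and 52.7% for deletion CP190 at deletion sites and at sites of both genotypes, and 6 sites with CP190 in the deletion line only against 86 in wild type only. The 2 CP190 values moved because the longer list lost its weakest peaks. A global IDR of at most 0.01 gave 87.9% for wild-type HA and 90.1% for wild-type dCTCF peaks, which goes with the removal of weak peaks from these lists. The deletion shares stayed within their intervals, at 80.4% for HA and 82.2% for dCTCF. The wild-type dCTCF share was then the higher of the 2, whereas in the main values it was the lower (74.0% against 79.5%). Which genotype had the higher dCTCF share therefore depends on the IDR limit. With the HA peak alone as the site, 50.7% of deletion sites had CP190, and with the dCTCF-antibody peak alone 60.7% of wild-type and 52.6% of deletion sites. The cause was not tested. Under every alternative named here that changed CP190 shares at dCTCF sites, the wild-type share was the higher of the 2.

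Within 1000 bp of a gene end lay 63.1% and 58.1% of wild-type and deletion HA peaks and 70.7% and 71.9% of CP190 peaks, as a wider distance must give. Of the strongest 50% of each list, 40.1% of deletion HA, 42.1% of wild-type CP190 and 43.5% of deletion CP190 peaks lay within 200 bp, and the cause was not tested. Taking rows without merging moved nothing, since no list held overlapping intervals.

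No paired analysis was possible because each antibody and genotype has 1 list for both replicates, although the labels number the replicates alike. For the same reason no replicate was left out, and the motif and transcription start alternatives were not run. Unknown depth limits every missing peak to a statement about these lists.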

Other observations

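All tests of explanations here were chosen after the lists had been examined. Those on matched CP190 enrichment, on the number of calls, on summit distance, on the IDR at the top of the lists and on the CP190 rank of lost HA peaks were chosen only after the values they measure had been seen in full or in part, and the others before the values they measure were seen. The comparison with matched sets and its alternative by summit distance had been fixed before the data were examined. Only their use as tests of an explanation was chosen afterwards.

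Wild-type CP190 peaks at dCTCF sites of both genotypes lacked a deletion CP190 peak more often than wild-type CP190 peaks elsewhere. Weaker CP190 enrichment at these sites is argued against by matching on decile of fold enrichment, which left a difference of −17.8 percentage points with 0 of 10000 sets as low. A shorter or stricter deletion list is argued against by the calls away from dCTCF, where 783 CP190 peaks were found only in the deletion list and 87 only in the wild-type list. Wide dCTCF intervals that catch a neighbouring CP190 peak are argued against by summits at most 200 bp apart, with a difference of −21.0. Removal of the strongest CP190 peaks by the IDR step is argued against by where the losses lay, with 0 of 68 peaks in the strongest decile and all 64 below it. Without that decile the difference was −22.9, larger because only kept peaks were left out. Differences in chromatin or antibody lot between the genotypes cannot be separated from genotype, with 1 list for each.

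The loss went together with a lower dCTCF rank. At the 63 sites without a deletion CP190 peak, the HA rank within the list changed by a median of −6.81 percentile points from wild type to deletion, against 0.420 at the 259 sites that had one. The difference of −7.23 had a permutation p of 2e-05 (two-sided, the smallest that 100000 relabellings can give), and the dCTCF antibody gave −8.42 with the same p. The sites that lost CP190 also had the lower HA rank in wild type already, with a median percentile of 66.7 against 74.2 (difference −7.50, permutation p = 0.0388, two-sided), so the loss is associated with weaker dCTCF sites as well as with the change. Sites are not replicates, so these values describe the lists. Whether a weaker dCTCF signal is the whole cause stays open. At the 150 sites whose HA rank did not fall, 16 (10.7%) had no deletion CP190 peak, and the share of wild-type CP190 peaks with a deletion peak differed from matched sets by −8.56 percentage points (0 of 10000 as low). Among the 172 sites whose HA rank fell, 47 (27.3%) had none. A rank is relative to the other peaks of its list, so a general weakening of dCTCF would not lower it, and the split did not use the dCTCF antibody. One hypothesis is that the deleted residues help to hold CP190 at dCTCF sites, and that dCTCF itself may sit less firmly where CP190 is lost. The lists do not show which comes first.

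The lost calls may be the visible part of a wider fall. Among wild-type CP190 peaks with a deletion partner, the median change of rank within the list was −3.42 percentile points at 261 peaks at dCTCF sites, against a mean of 5.74 in matched sets of other shared peaks (5.01 to 6.68), with 0 of 10000 sets as low. Without matching, the rank fell at 73.9% of the peaks at dCTCF sites and at 7.61% of the 1906 shared peaks elsewhere. The median change of those 1906 peaks was 11.2, against the 5.74 of matched sets, so part of this unmatched contrast goes with peak strength. Ranks elsewhere rose because the deletion list has more weak peaks below them. Most CP190 peaks at dCTCF sites were still called, and 0 of the 68 in the strongest decile were lost.

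A gene end nearby did not separate kept from lost CP190. At dCTCF sites 100 of 128 peaks within 200 bp of a gene end (78.1%) and 161 of 197 farther away (81.7%) had a deletion peak, a difference of −3.60 percentage points (permutation p = 0.505, two-sided). Shuffling within deciles of CP190 enrichment gave a mean of 74.2% for the former, with 708 of 10000 shuffles as high. Whether other factors hold CP190 at gene ends cannot be told apart from chance with 325 peaks.

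The strongest peaks of 3 of the 6 lists lacked a partner in the other genotype more often than those just below. Without a partner were 6 of 12 deletion HA peaks in the strongest 2% against 2 of 112 in the next 18%, 4 of 63 deletion CP190 peaks against 2 of 569, and 3 of 50 wild-type CP190 peaks against 7 of 453. In the wild-type HA list and both dCTCF lists 0 of the strongest 2% lacked one. For the 6 deletion HA peaks, absence of dCTCF from these sites in wild type is argued against by the wild-type dCTCF-antibody list, in which all 6 appear at place 28 of 700 or better. They include the strongest peak of the deletion HA list, at 3L 2849795 to 2854375 in Tet (531-fold), which was at place 3 with the dCTCF antibody in wild type. A candidate explanation is the IDR step itself, if the strongest peaks repeat poorly in rank and drop below the threshold. The median global IDR was worse in the strongest 2% than in the next 18% in all 6 lists. The strongest peak still in the wild-type HA list had a global IDR of 0.0326, near its limit of 0.05. In the CP190 lists it was also near the limit of 0.01, at 0.00953 (deletion) and 0.00948 (wild type). It was far from the limit in the deletion HA list (0.000399 against 0.01). The same held for the deletion and wild-type dCTCF lists (0.00476 and 0.0104 against 0.05). The prediction also asked for more missing partners at the top in most lists, and 3 of 6 did not meet that. A partner goes missing, however, through the list of the other genotype. Where partners were missing at the top, the strongest peak in the list of the other genotype was near its limit. In the 3 lists without missing partners at the top, it was far from it, which goes with the explanation. This pairing was made after the values had been seen, and dropped peaks cannot be observed in the lists, so the explanation stays open. For the CP190 peaks, a true change between genotypes stays open as well, and this includes the 136-fold deletion peak in the bithorax complex. Counting peaks as lost or gained in these lists is uncertain among the weakest peaks, where the threshold decides which are listed. If the IDR step is the cause of the missing partners at the top, it is uncertain among the strongest peaks as well.

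The lists that ended at a global IDR of 0.01 and those that ended at 0.05 might differ in how their 2 sets of calls were made, for example from random portions of one pool of reads against separate replicates. The median log2 ratio of peak width between the sets was predicted to be closer to 0 in each list of the first kind. It was not, since the deletion HA list had 0.01 (0.0149) and the deletion dCTCF list, which ended at 0.05, had −0.00477. All but the wild-type HA list (−0.08) were near 0. The median log2 ratio of the −log10 p-values of the sets, which was not the predicted measure and had been seen before, did part the 2 kinds of list. It was 0.0109, 0.00141 and 0.00169 in the lists that ended at 0.01 (deletion CP190, wild-type CP190 and deletion HA) and −0.07, −0.12 and 0.04 in those that ended at 0.05 (wild-type HA, deletion dCTCF and wild-type dCTCF), which goes with the explanation. The median size of this ratio peak by peak did not part them, with 0.13 and 0.12 in the CP190 lists (deletion and wild type) against 0.11 in the wild-type dCTCF list. Nor did Spearman's rho of the p-values between the sets across peaks, which are not independent replicates. It was at most 0.991 in the CP190 lists, below the 0.993 to 0.995 of the lists that ended at 0.05, and 0.998 in the deletion HA list. With these measures and the width ratio not parting the lists, and 3 lists of each kind, the explanations cannot be told apart. No biological explanation was tested.

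The widest interval of each of the 6 lists lay at the chorion genes Cp18, Cp15, Cp19 and Cp16 on 3L, and reached 36.5 kb in the deletion dCTCF list (3L 8715009 to 8751537). These genes are amplified in the ovary, and extra copies of DNA in the flies used could widen peaks of any antibody. The other chorion cluster, at Cp36 and Cp38 on X, was predicted to be covered unusually far by peaks as well. Its 100 kb window was covered more than at most 94.5% of X windows (deletion CP190), and the HA and dCTCF lists had 0 peaks there. Weaker amplification on X would give the same, so this cannot be told apart from a feature of the 3L locus. As extra copies of DNA remain possible, overlap of different antibodies in this region cannot be taken alone as evidence of shared binding.

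Wild-type HA peaks with CP190 had a deletion HA peak less often than other wild-type HA peaks of the same strength, and 60 of the 61 without one still had a CP190 peak in the deletion line. A possible explanation is that weak HA signal at these peaks came with CP190 and not from dCTCF bound to its own site. The median percentile of their wild-type CP190 peaks was 71.1, against a mean of 67.7 in shuffles within HA deciles (63.3 to 73.0), and 848 of 10000 shuffles were as high. With 61 peaks this cannot be told apart from no relation. Of the 21 wild-type dCTCF sites without any dCTCF or HA peak in the deletion line, 12 had a deletion CP190 peak.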
